# Assessment of low dietary inclusion of nutraceuticals derived from microalgae to enhance intestinal function in gilthead seabream (*Sparus aurata*) juveniles

**DOI:** 10.1038/s41598-026-36087-z

**Published:** 2026-01-15

**Authors:** Alba Galafat, M. I. Sáez, A. J. Vizcaíno, A. Barany, E. Perera, D. Sánchez-Ruiz, T. F. Martínez, J. Fuentes, J. A. Martos-Sitcha, F. J. Alarcón-López

**Keywords:** Digestive enzymes, Electrophysiology, Functional ingredient, Gene expression, Intestinal mucosa, Microalgae, Animal physiology, Ichthyology

## Abstract

Development of more sustainable aquaculture requires alternatives to traditional fishmeal and fish oil in aquafeeds. Among the options, microalgae have emerged as promising functional ingredient, with the potential to provide additional benefits in aquaculture animals. The objective of this piece of research was to assess the effect of the microalgal-based functional ingredients, LB-GUThealth and LB-GREENboost on the intestinal function in juvenile gilthead seabream. Digestive enzyme activities, intestinal mucosa structure and ultrastructure, expression of key intestinal genes, and parameters like transepithelial resistance and permeability were analyzed after administration of feeds supplemented with those algal-based ingredients at two dietary levels (0.5 and 1%) during 91 days. Results indicated improvements in feed utilization efficiency, reflected by an expansion of the absorptive surface of the intestinal mucosa, enlargement of the apical surface of enterocytes and extension of *microvilli* length, together with elevated activity levels of digestive enzymes involved in macronutrient digestion. Additionally, no alterations were observed in basal gene expression related to permeability or the immune system, nor in the bioelectrical parameters associated with the integrity of the intestinal barrier. Results obtained evidenced that the algal-based ingredients tested seem to be useful for improving the intestinal functionality in juvenile gilthead seabream.

## Introduction

The development of sustainable systems capable of ensuring stable fish production and providing healthy and nutritious food to a constantly growing global population is one of the key goals pursued in current aquaculture^1,2^. Since feed is a crucial element for sustainability of modern aquaculture, the success of this sector largely depends on the supply of sufficient quantities of nutritionally balanced aquafeeds^3^. Most of the commercially important aquaculture species require a protein-rich diet, which has traditionally been based on fishmeal and fish oil derived from capture fisheries^4^. However, the decline in fishing production over the past 25 years resulted in higher prices and reduced availability of raw materials for feed^5,6^. Consequently, several scientific studies have been looking into reducing fishmeal and fish oil dependence of the aquaculture industry by replacing them with less expensive and potentially sustainable ingredients, like plant-based feedstuffs^7–9^, or even nutraceuticals or other natural ingredients that enhance the growth performance under conventional formulations^10,11^.

In the same line over the last decade, microalgae have since come up in force as a plausible alternative, claiming their status as a sustainable protein source with ability in aquafeed formulation to replace fishmeal plus other terrestrial plant proteins^12,13^. Practically, the high production cost can always limit industrial implementation; thus, the application of alternative protein is highly compromised by its price. Additionally, the technology used for their large-scale production has not yet been optimised^14^. Despite this drawback, microalgae have been widely studied, not only for their attractiveness as a protein source but also for their potential as a functional ingredient owing to the presence of bioactive compounds exerting beneficial effects on fish health^7,15,16^. Currently, aquafeed design is aimed at covering nutritional requirements for optimal fish development, but also at reducing the environmental impacts derived from intensive aquaculture, and at improving the health status of animals^16–18^. Special attention has been paid for improving intestinal status in fish, given that a healthy intestine determines adequate digestive functionality and correct nutrient absorption and assimilation^19–22^. There is evidence in the literature suggesting that the functional effect would not require high dietary level of microalgae^15^. Thus, making economically viable the use of microalgae at industrial scale, mainly as functional ingredients at low dietary inclusion level. This consideration could further incentivize manufacturing companies’ interest in using microalgae in commercial aquafeeds.

In this sense, incorporating microalgae at dietary low level has demonstrated considerable promise in enhancing growth rates and feed utilisation efficiency^10,23,24^. It has also been shown to improve muscle composition^25–27^, and optimise digestive functionality^21,22,28,29^, and even boost overall fish health, stress resilience, and final product quality. These benefits are of significant interest to both producers and consumers alike^10,22,30,31^. Two microalgal-based functional ingredients, LB-GUThealth (LB_Gh_) and LB-GREENboost (LB_Gb_) from *LifeBioencapsulation* S.L. (a University of Almería’s spin-off (Spain)), have recently demonstrated their ability to enhance feed efficiency and modulate the intermediary metabolism in juvenile gilthead seabream^10^. However, there is currently no available data on their impact on intestinal functionality in this species, leaving open the possibility that any observed phenotypic effects may be linked to changes in gut function. In this sense, the aim of this piece of research is to evaluate the advantages of incorporating two microalgae-based functional ingredients (LB_Gb_ and LB_Gh_) at low or very low dietary levels on the intestinal function in juvenile gilthead seabream. The evaluation focused on various aspects, including digestive enzyme activities, the ultrastructural characteristics of the intestinal mucosa, the changes in the expression of crucial intestinal genes, and parameters such as transepithelial resistance and apparent permeability.

## Materials and methods

### Experimental diets

Four isonitrogenous (46% dry matter) and isolipidic (18% dry matter) aquafeeds were prepared at the CEI·Mar-University of Almeria facilities. The different experimental feeds were named GB5 and GB10, containing 0.5 and 1% of LB-GREENboost ingredient (LB_Gb_), and GH5 and GH10, containing 0.5 and 1% of LB-GUThealth (LB_Gh_). In addition, a control feed (CT) was prepared, with a mixture of standard ingredients that neither include microalgae nor nutraceuticals compounds. LB_Gb_ (containing 57.0% protein, 6.4% fat, 0.4% fibre, 9.4% ash and 7.0% moisture) and LB_Gh_ (containing 56.0% protein, 2.0% fat, 0.2% fibre, 12.7% ash and 8.8% moisture) are concentrated formulations that consist of 80 g and 20 g 100 g^− 1^, respectively, of a hydrolysed blend of *Arthrospira* sp. and *Microchloropsis* sp. The remaining components include choline, calcium carbonate and betaine as excipients. The feeding trials were conducted blindly, with aquafeed’s containers labelled with different colours without any explicit reference to their composition or to which group it represented. This method ensured the elimination of any potential subjectivity or bias during animal feeding. In summary, to prepare the final product, all components were combined in an industrial mixer and processed in a UPZ 100 hammer mill (Hosokawa-Alpine, Augsburg, Germany) to achieve 0.25 mm particle size. Afterward, feeds were processed by extrusion using an Evolum 25 twin-screw extruder (Clextral, France) to produce pellets of 2–3 mm. The configuration of the extruder was setup with a temperature profile of 100 °C, 96 °C, 95 °C, 95 °C, and 90 °C, respectively. The extruded pellets were subjected to drying at 29 °C in a 12 m^3^ chamber (Airfrio, Almeria), after which they were cooled to room temperature, and them coating with oil was performed by using a Pegasus PG-10VC vacuum coater (Dinnissen, The Netherlands). Finally, aquafeeds were placed in airtight bags at − 20 °C until required. The ingredients and proximate composition of the aquafeeds is detailed in Table 1.

**Table 1:** Ingredients and proximal composition (% dry matter) of the experimental aquafeeds.

	CT	GB5	GB10	GH5	GH10
Ingredients					
Fishmeal^1^	20.0	20.0	20.0	20.0	20.0
LB-GREENboost	–	0.5	1.0	–	–
LB-GUThealth	–	–	–	0.5	1.0
Krill meal^2^	2.5	2.5	2.5	2.5	2.5
Soybean protein concentrate^3^	34.2	34.2	34.2	34.2	34.2
Wheat meal^4^	9.4	8.9	8.4	8.9	8.4
Wheat gluten^5^	13.0	13.0	13.0	13.0	13.0
Fish oil^6^	9.2	9.2	9.2	9.2	9.2
Soybean oil^7^	4.4	4.4	4.4	4.4	4.4
Soybean lecithin^8^	1.0	1.0	1.0	1.0	1.0
Betaine^9^	0.5	0.5	0.5	0.5	0.5
Lysine^10^	1.2	1.2	1.2	1.2	1.2
Methionine^11^	0.5	0.5	0.5	0.5	0.5
Vitamins and Minerals^12^	2.1	2.1	2.1	2.1	2.1
Guar gum^13^	1.0	1.0	1.0	1.0	1.0
Alginate^14^	1.0	1.0	1.0	1.0	1.0
Proximal composition (% DM)					
Crude protein	46.2	45.9	45.9	46.0	46.4
Crude lipid	18.4	18.2	18.1	17.9	17.8
Ash	9.9	10.3	10.5	9.9	10.3

**Dietary codes: CT**: control; **GB5**: 0.5% inclusion of LB-GREENboost; **GB10**: 1% inclusion of LB-GREENboost; **GH5**: 0.5% inclusion of LB-GUThealth; **GH10**: 1% inclusion of LB-GUThealth.

^1^12.3% CL, 69.4% CP (Norsildemel, Bergen, Norway).

^2^9% CL, 45% CP (Bacarel, UK).

^3^8% CL, 65% CP (DSM, France).

^4^Local provider (Almería, Spain).

^5^78% CP, 1% ash, 10% moisture (Lorca Nutricion Animal SA. Murcia, Spain).

^6^AF117DHA (Afamsa, Spain).

^7,9,10,11^Lorca Nutricion Animal SA. Murcia, Spain.

^8^P700IP (Lecico, DE).

^12^Lifebioencapsulation SL. Minerals (g kg^− 1^): calcium carbonate, 186 g; iron sulfate, 0.6 g; zinc sulphate 0.75 g; cobalt carbonate, 0.065 g; NaCl, 40 g; cupric sulfate, 0.9 g; KCl, 24.1 g; potassium iodide, 0.05 g; sodium selenite, 0.001 g; manganese oxide, 0.96 g. Vitamins (g kg^− 1^): vitamin D3 (DL-cholecalciferol, 200,000 UI; vitamin A (retinyl acetate), 2,000,000 UI; vitamin K3, 2.5 g; vitamin B1, 3 g; vitamin B2, 3 g; vitamin B9, 1.5 g; vitamin E, 10 g; vitamin B6, 2 g; calcium pantothenate, 10 g; nicotinic acid, 20 g; vitamin B12, 0.001 g vitamin H, 0.3 g; inositol, 50 g; betaine, 50 g.

^13,14^EPSA, Spain.

### Feeding assay and sampling

The feeding assay was conducted at the CTAQUA research centre (El Puerto de Santa María, Cádiz, Spain; Operational Code REGA ES110270000411). Gilthead seabream (*S. aurata*) juveniles were provided by a commercial source (PREDOMAR, Carboneras, Almería). Following a 10-day adaptation phase, 225 gilthead seabream juveniles (12.6 ± 0.1 g average body mass) were randomly allocated in 15 cylindrical 100 L-tanks each, connected to a RAS system, that included biological and physical filters, along with programmable devices for oxygen and temperature control. Oxygen concentration in the outlet water remained above 85% saturation, and the natural photoperiod variations corresponding to the location’s latitude (36° 35′ 06″ N; 06° 13′ 48″ W). Water temperature was maintained at a constant 22 ± 0.5 °C. Experimental diets, as previously described, were provided *ad libitum* to triplicate tanks three times daily, six days a week, from February to May. Fish were weighed and counted every 21 days, and feed intake was registered for assessing the growth performance. No mortality was found in any experimental tanks. Fish were maintained and handled following the guidelines for experimental procedures in animal research of the Ethical and Animal Welfare Committee of the University of Cadiz, according to Spanish (RD53/2013) and European Union (2010/63/UE) legislation. The Ethical Committee from the Autonomous Andalusian Government approved the experiments (Junta de Andalucía reference number 04/04/2019/056). Additionally, this study adhered to the ARRIVE guidelines (https://arriveguidelines.org). We confirm that all experimental procedures were carried out in compliance with these regulations and ethical standards.

At the end of the trial, 24 h-starved juvenile gilthead seabream were sampled. Fish were carefully removed from each tank and placed into a tank containing 200 ppm of clove oil to euthanasia. Entire intestines of 12 fish per treatment (4 per each triplicate tank) were extracted for digestive enzyme analysis. Additionally, intestinal samples were collected from three specimens per tank for visualization using scanning and transmission electron microscopy. For electrophysiological study, 4 specimens from each replicate tank (12 animals per treatment) were sampled for measuring the length from the rectum to the pyloric caeca, and intestinal samples were taken for mounting as outlined below. The remaining animals of were also weighed and measured to assess the overall growth performance of the entire group of animals tested.

### Zootechnical parameters

The feed conversion ratio (FCR) and the intestine length index (ILI) were evaluated as follows: (i) FCR = total feed intake/weight gain; (ii) ILI = (100 × Li)/Lb, being Lb and Li fork body and intestine length, respectively.

### Digestive enzyme extracts

Intestinal tissues from each dietary group were homogenized for obtaining crude extracts for enzyme activities measurement. Each sample was homogenized in distilled water at 4 °C (0.5 g tissue mL^− 1^). Afterward, homogenates centrifuged at 13,000 g for 12 min at 4 °C, and the resulting supernatants were carefully collected and stored at − 20 °C until determination of enzymatic activities.

### Determination of enzyme activities

Determination of trypsin and chymotrypsin activities was performed following methodology of Erlanger et al.^32^. and Del Mar et al.^33^, using 0.5 mM Na-benzoyl-DL-arginine-4-pnitroanilide (BAPNA) and 0.2 mM N-succinyl-(Ala)_2_-Pro-Phe-pnitroanilide (SAPNA) buffered in 50 mM Tris-HCl with 10 mM CaCl_2_ as substrates, respectively. For both enzymes, one activity unit (U) was defined as the enzyme amount required to release 1 µmol of p-nitroanilide (pNA) min^− 1^, measured spectrophotometrically at 405 nm, using 8800 M cm^− 1^ as extinction coefficient. For its part, activity of total alkaline protease was measured following Alarcón et al.^34^. One unit of activity was stablished as the enzyme amount that liberated 1 µg of tyrosine min^− 1^, using 0.008 µg^− 1^ mL^− 1^ cm^− 1^ as extinction coefficient for tyrosine at 280 nm. Finally, enzymatic activities related to the intestine brush border, specifically leucine aminopeptidase and alkaline phosphatase, were assessed following the protocols of Pfleiderer^35^ and Bergmeyer^36^, respectively. The enzyme amount that releases 1 µmol p-nitroanilide min^− 1^, considering 8800 M cm^− 1^ as extinction coefficient, measured spectrophotometrically at 405 nm was defined as unit of enzymatic activity. For alkaline phosphatase activity, one unit released 1 µg nitrophenyl min^− 1^, with an extinction coefficient of 17,800 M cm^− 1^ at 405 nm.

### Ultrastructural study of the intestine mucosa

First, intestine sections for TEM analysis were fixed in a mixture of 40 g L^− 1^ of formaldehyde 25 g L^− 1^ of glutaraldehyde and in phosphate buffer saline (PBS) at pH 7.5 (4 h, 4 °C). After fixation, samples were rinsed with PBS for 20 min and fixed in 20 g L^− 1^ of osmium tetroxide solution. Sequently, intestine sections were dehydrated by sequential immersion in ethanol solutions, gradually increasing from 50% to 100% (v/v). After dehydration, samples were infiltrated with a solution of Epon resin and 100% ethanol (1:1) for 2 h, followed by embedding in pure Epon resin and polymerisation at 60 °C. The sections were mounted onto 700 Å copper grids and stained using lead citrate and uranyl acetate Finally, grids were examined using a Zeiss 10 C TEM at 100 Kv (Carl Zeiss, Spain). For SEM samples preparation, intestines were washed 1% S-carboxymethyl-L-cysteine. Then, samples were fixed in 4% PBS-buffered formaldehyde at pH 7.2 for 24 h. After fixation, intestine sections were rinsed, dehydrated in ethanol and then dried using a CDP 030 critical point dryer (Leica Microsystems, Spain). Then, samples were mounted with PELCO colloidal graphite (Ted Pella INC, USA), gold-coated using a SCD 005 Sputter Coater (Leica Microsystems) and observed using a HITACHI S-3500 scanning electron microscope (Hitachi High-Technologies Corporation, Japan). TEM and SEM images were measured using the UTHSCSA ImageTool software (University of Texas Health Sciences Centre, USA). TEM images were used for measuring length of *microvilli* (ML), diameter of *microvilli* (MD), and the number of *microvilli* per micrometre, and SEM images for calculating the apical area (EA) of enterocytes (Fig. 1). Finally, total enterocyte absorption surface (TAS) was calculated using the data from both types of imaging, as described previously by Vizcaíno et al.^37^.

**Fig. 1:**
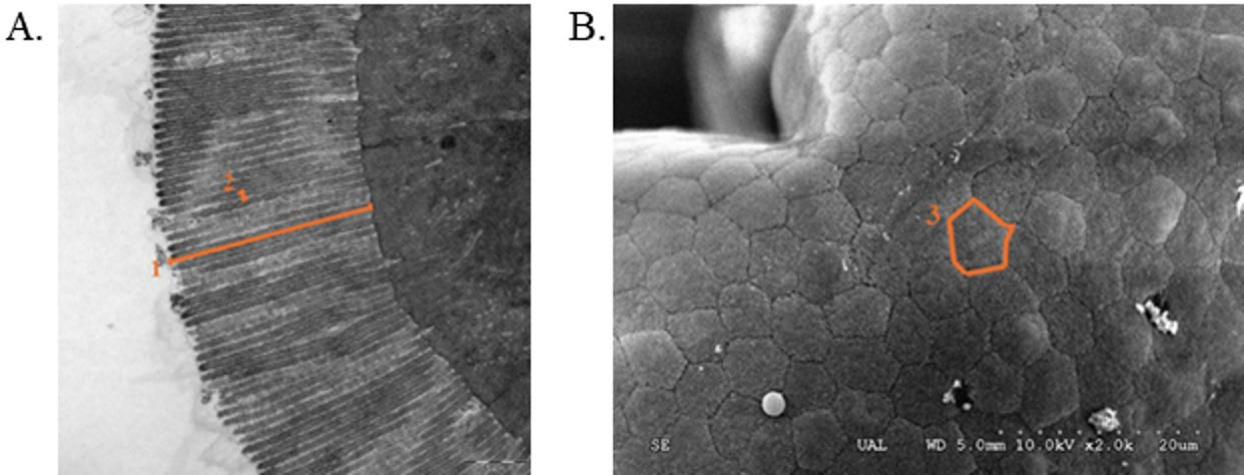
Details of the measurements performed on intestinal *microvilli* and enterocyte apical area, used to estimate the total absorption surface. (**A**) 1. *Microvilli* length (ML); 2. *Microvilli* diameter (MD); (**B**) 3. Enterocyte apical area (EA).

### Voltage clamp in Ussing chambers

The sections of anterior intestine of each fish were carefully excised and ubicated on a tissue holder with an area of 0.25 cm², as described by Estensoro et al.^38^. They were then positioned between two half-chambers, each containing 2 mL of a saline solution (160 mM L^− 1^ NaCl, 2 mM L^− 1^ NaH_2_PO_4_, 5 mM L^− 1^ NaHCO_3_, 1 mM L^− 1^ MgSO_4_, 1.5 mM L^− 1^ CaCl_2_, 3 mM L^− 1^ KCl, 5.5 mM L^− 1^ glucose and 5 mM L^− 1^ HEPES, pH 7.8). Throughout the experiment, intestinal tissue was supplied with a gas mixture of 99.7% O_2_ + 0.3% CO_2_ at 22 °C. Short-circuit current (Isc, µA cm^− 2^) was assessed by clamping the epithelia to 0 mV. Current injections and voltage clamping were managed using VCC MC6 and VCC MC8 amplifiers (Physiologic Instruments, San Diego, USA). Data were continuously recorded using the Labscribe3 software, along with an IWorx188 data acquisition system, for a period of 90 min from the mounting time. Epithelial resistance (Rt, Ω cm²) was determined manually by applying a +/-1 mV bilateral pulse for 3 s per min and calculating the resulting current deflections using Ohm’s law. The apical side was designated as the ground, with negative currents indicating absorption and positive currents indicating secretion.

### Permeability assay

After allowing 20 min for tissue stabilization, the buffered saline solution was changed with fresh, well-gassed solution, ensuring a volume of 2 mL per chamber. A concentrated stock solution of FITC-dextran (average molecular weight 4,000, Sigma, Madrid) at 100 mg mL^− 1^ was prepared and added to the apical chamber to reach 0.5 mg mL^− 1^. A 0.2 mL sample was then taken from either the basolateral or apical compartment after 5 min of mixing for establishing the baseline (time zero). After one-hour, additional samples were collected from both compartments and stored in fresh vials. Fluorescence readings were taken using a BioTek SynergyTM 4 Multi-Mode Microplate Reader (BioTek^®^ Instruments, Winooski, USA), using 492 nm for excitation and 520 nm for emission. The apparent permeability (Papp) was calculated using the formula: Papp = (V * dC) / (A * C0 * dT), being V the volume in the receiving chamber, A the tissue surface area, C0 the initial concentration in the donor compartment, and dC/dT is the rate of change in the concentration of FITC (ng s^− 1^) in the receiving chamber. Concentration standards ranging from 0.2 to 2000 ng mL^− 1^ were used to determine concentration in both compartments.

### mRNA extraction and qPCR analysis

Anterior intestines, preserved in RNAlater^®^ (Invitrogen Life Technologies; Waltham, MA, USA), were processed individually using a glass homogeniser. RNA was extracted using the Total RNA Kit I (E.Z.N.A, Omega Bio-tek, USA), incorporating a DNase treatment with the DNA-free Kit (RNase-Free DNase I Set, Omega Bio-tek) as per the manufacturer’s instructions. RNA purity and concentration were evaluated using a Nanodrop One (Thermo Scientific, Waltham, USA), with only samples with an A260/A280 ratio ranged from 1.9 to 2.2 were selected for cDNA synthesis. Reverse transcription was performed with the RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific #K1691, UK) using 500 ng of RNA in a 20 µL. Real-time qPCR amplifications were conducted in duplicates, in 6 µL, containing 3 µL of SsoFast EvaGreen Supermix (Bio-Rad, UK) and 0.25–6.25 ng of total cDNA. Prior to the experiment, optimal primer concentrations (150 nM for 18 S; 250 nM for others) and annealing temperatures (58 °C for 18 S; 60 °C for others) were determined. Real-time amplifications were conducted using a BIO-RAD CFX Connect system (Bio-Rad Laboratories, Hercules, USA) on 384-well plates, following the outlined procedure: an initial denaturation step at 95 °C for 35 s, followed by 40 cycles of 15 s at 95 °C for denaturation, 10 s at 58–60 °C for annealing and extension, and a final melting curve from 60 °C to 95 °C, increasing by 0.5 °C every 5 s. The melting curve confirmed the presence of a single PCR product and ruled out primer-dimer formation. To determine primer efficiency, a standard curve was constructed using tenfold serial dilutions (ranging from 10 ng to 0.001 pg) of a cDNA pool from all samples. For each primer pair, linearity (R^2^ > 0.98) and amplification efficiency (90–110%) were confirmed. Gene expression was quantified by using the ΔΔCT method (Livak and Schmittgen, 2001) and normalised to one reference gene (eef1a) as described by Vandesompele^39^. 

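The authors deposited the quantification cycles of eef1a for each fish. The mean cycle of eef1a was 18.8 ± 0.498 (SD, n = 12 fish) in fish fed CT, 18.7 ± 0.309 in GB5, 18.7 ± 0.354 in GB10, 18.6 ± 0.212 in GH5 and 18.9 ± 0.480 in GH10, with 12 fish in each group. A difference of the cycle among the 5 diets was not detected (permutation test of the F statistic, p = 0.263). A lower cycle corresponds to more template, and a difference of 1 cycle to a factor of 2 when the template doubles in each cycle. Recomputing the ΔΔCT values from the cycles showed that the occludin genes oclnl, oclnb and oclnc were normalised with a second list of eef1a cycles. This second list holds the same 60 values as the list used for the other genes, assigned to other fish, with 1 fish having the same cycle in both.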

Control reactions, consisting of RNase-free water (NTC) and RNA (NRT), were included to confirm the absence of genomic DNA contamination and primer dimers. Furthermore, the pGEM-T Easy vector (Promega, Madison, USA) was used for cloning all PCR products, and their identity was verified through Sanger sequencing at CCMar (Faro, Portugal). The sequences of primers employed for qPCR are detailed in Table 2.

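The files give the genes by symbol only, so the sequences listed for the 15 primer pairs were looked up in the RefSeq gene table of the gilthead seabream assembly fSpaAur1.1. Of these, 3 matched a RefSeq protein. The sequence listed for cldn4 belongs to the gene that RefSeq names cldnb, and the one listed for cldn4l to the gene that RefSeq names cldnk, which lies between rsad1 and btr02. The sequence listed for oclnl belongs to a gene without a RefSeq name, next to nr2f6a. The other 12 sequences are not of RefSeq records and were not matched. The names of Table 4 are used for all genes.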

**Table 2:** Specific primers utilised for real-time qPCR expression analysis.

Gene name	Symbol	Acc. no.		Primer sequences (5’-3’)
Claudin3	*cldn3*	KF861991.1	F	TGAGGGTGAACTGAGGAACA
			R	TGGAAGACAAAGAGCCTACG
Claudin4	*cldn4*	XP_030292963	F	CCACACCATCATCCGAGAC
			R	CTCATCTTTAGGAGGGCAGTTG
Claudin4-like	*cldn4l*	XP_030264161	F	CTCTGGCTCTGGGTGTCCTC
			R	CTGATGATGGAGTGGGCAGT
Claudin5	*cldn5*	UIP35178	F	CTGCTGTGCTGCTCCTGTC
			R	GTTCTGCGTGGCTCTCTTG
Claudin7b	*cldn7b*	UIP35180	F	TACGCTCACGACATCATCCA
			R	CCAACTACAGCCAGGAAAGC
Claudin15	*cldn15*	KF861993.1	F	AAACCCACTTTGTGATTGCA
			R	TGTTTGACCTTCCCCTTACAA
Claudin24	*cldn24*	UIP35181	F	CATTGTTCTGGCGTGTATCG
			R	TTGTTGGTCCCTTGACTTGG
Occludin-like	*oclnl*	XP_030259382	F	TGTTGTTGTTTCGGAGAGAGC
			R	CGACGACTGTTCTTGTCAGC
Occludinb	*oclnb*	JQ692876.1	F	TCGCGTTGTTGATGCTAATA
			R	TGGTTGACGAACACTCCTGA
Occludinc	*oclc*	KF861990.1	F	AGAAACAGGCAATGAACTCG
			R	GGTCGGCGTCAAACTCTCT
Immunoglobulin M	*igm*	JQ811851	F	ACCTCAGCGTCCTTCAGTGTTTATGATGCC
			R	CAGCGTCGTCGTCAACAAGCCAAGC
CD4-full	*cd4*	AM489485	F	TCCTCCTCCTCGTCCTCGTT
			R	GGTGTCTCATCTTCCGCTGTCT
Interleukin-10	*il10*	JX976621	F	AACATCCTGGGCTTCTATCTG
			R	GTGTCCTCCGTCTCATCTG
Toll-like receptor 9	*tlr9*	AY751797	F	GCCTTCCTTGTCTGCTCTTTCT
			R	GCCGTAGAGGTGCTTCAGTAG
Elongation factor 1-alpha^1^	*eef1a*	AF184170	F	AGAGGCTGTCCCTGGTGA
			R	TGATGACCTGAGCGTTGAAG

GenBank accession number (Acc. No.) referred to the unique sequence identifier in the gene assembly.

^1^Reference gene.

### Statistical analysis

All experiments were conducted with a minimum of three repetitions and three replicates per condition. Outliers were identified using the ROUT method (Q = 1%) and removed from subsequent analyses. Data are presented as mean ± SEM. To compare the means, a two-way ANOVA was performed with a significance level set-up at 5% (*P <* 0.05), followed by a multiple comparison test. Percentage data were arcsine (×^1/2^)-transformed and logit(y) (for genes *cldn3*,* cldn4*,* cldn4l*,* cldn5*,* cldn15*,* cldn24*,* oclnl*,* oclnb*,* oclnc*,* igm*,* cd4*,* il10 and tlr9*), and normality (Shapiro-Wilk test) and homoscedasticity (Levene test) were assessed. If the data violated the assumptions of ANOVA, a Kruskal-Wallis one-way analysis of variance on ranks was performed. Additionally, the influence of categorical variables, namely “*FI*” (functional ingredient) and “*dose*,” was evaluated for each numerical parameter through a generalized linear model (GLM analysis) to identify relationships between measured variables and predictive factors. All statistical analyses were conducted using Statgraphics Plus 18 software (USA).

## Results

### Growth performance and intestine length index

Growth performance and intestinal length index of *S. aurata* juveniles fed experimental diets are shown in Fig. 2. No mortality was detected throughout the duration of the feeding trial. In addition, all fish groups exhibited continuous growth, increasing from 12 to 13 g to 37–39 g, with a significant reduction in feed conversion ratio (FCR; *P <* 0.001, one-way ANOVA), which decreased from 1.23 in the control group (CT) to 1.13–1.09 in fish fed both functional ingredients (LB_Gb_ and LB_Gh_) at inclusion levels of 0.5% and 1%. Intestinal length index (ILI) showed a dose-dependent increase in fish fed both functional ingredients (*P =* 0.003, GLM).

**Fig. 2:**
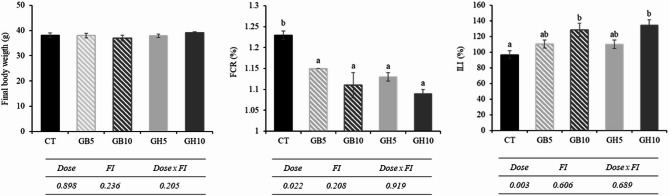
Growth performance of juvenile gilthead seabream fed the different experimental diets. CT: control; GB5: 0.5% inclusion of LB-GREENboost; GB10: 1% inclusion of LB-GREENboost; GH5: 0.5% inclusion of LB-GUThealth; GH10: 1% inclusion of LB-GUThealth. Values are mean ± SEM.

### Digestive enzyme activity

The activity of intestinal enzymes is shown in Fig. 3. Overall, with exception of trypsin, level of activity in all enzymes increased in specimens fed diets supplemented with functional ingredients. More specifically, in total alkaline protease activity, the highest values were obtained in specimens fed diets containing LB_Gb_ ingredient, regardless dose used, followed by fish fed GH5 and GH10 dietary treatments (*P <* 0.001, one-way ANOVA). Chymotrypsin activity was significantly lower in CT group compared to the rest of dietary groups (*P <* 0.001, one-way ANOVA). Furthermore, a dependence on the type of ingredient administered (*P* = 0.008, GLM) was observed, as well as the interaction between the type of FI and the dose used (*P* = 0.014, GLM). Leucine aminopeptidase and alkaline phosphatase activities significantly increased in fish fed with diets supplemented with functional ingredients (*P <* 0.001 in both cases, one-way ANOVA). However, the effect was not influenced by type of FI and dose used.

**Fig. 3:**
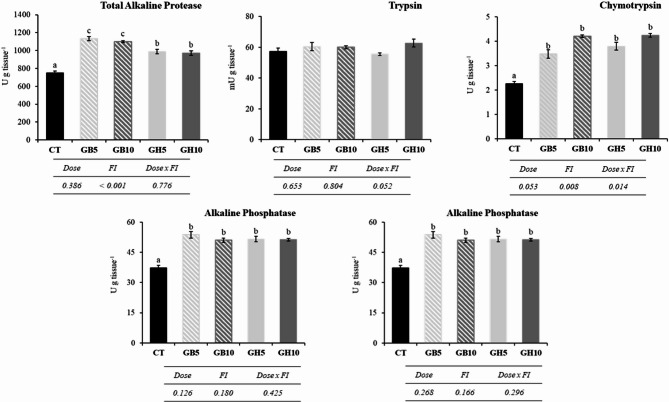
Activity levels of digestive enzymes in gilthead seabream (*S. aurata*) juveniles fed with different experimental diets. Dietary codes: CT: control; GB5: 0.5% inclusion of LB-GREENboost; GB10: 1% inclusion of LB-GREENboost; GH5: 0.5% inclusion of LB-GUThealth; GH10: 1% inclusion of LB-GUThealth. Values expressed as mean ± SEM (*n* = 12). Lowercase letters indicate significant differences among dietary treatments.

### Ultrastructural study of the intestinal mucosa

Examination of TEM and SEM electron microscopy images revealed a normal intestinal mucosa with regularly arranged *microvilli* on the surface of enterocytes, and no signs of structural damage (Figs. 4 and 5).

**Fig. 4:**
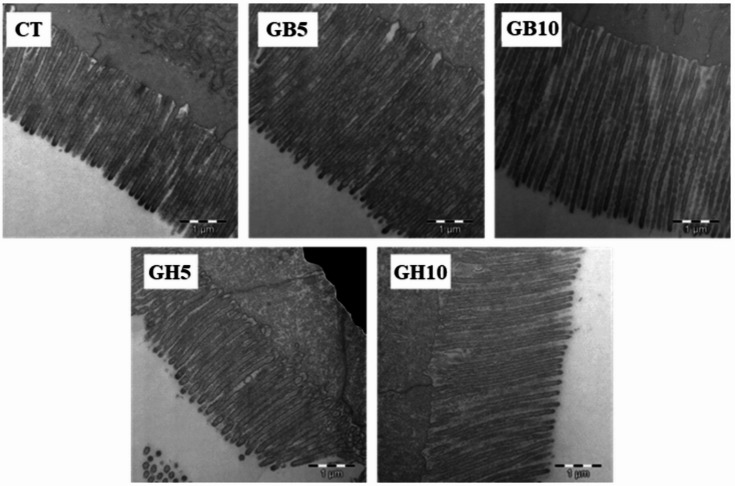
TEM details of the apical surface of the enterocytes in gilthead seabream juveniles fed the different experimental diets (TEM. Scale: 1 μm). **Dietary codes: CT**: control; **GB5**: 0.5% inclusion of LB-GREENboost; **GB10**: 1% inclusion of LB-GREENboost; **GH5**: 0.5% inclusion of LB-GUThealth; **GH10**: 1% inclusion of LB-GUThealth.

**Fig. 5:**
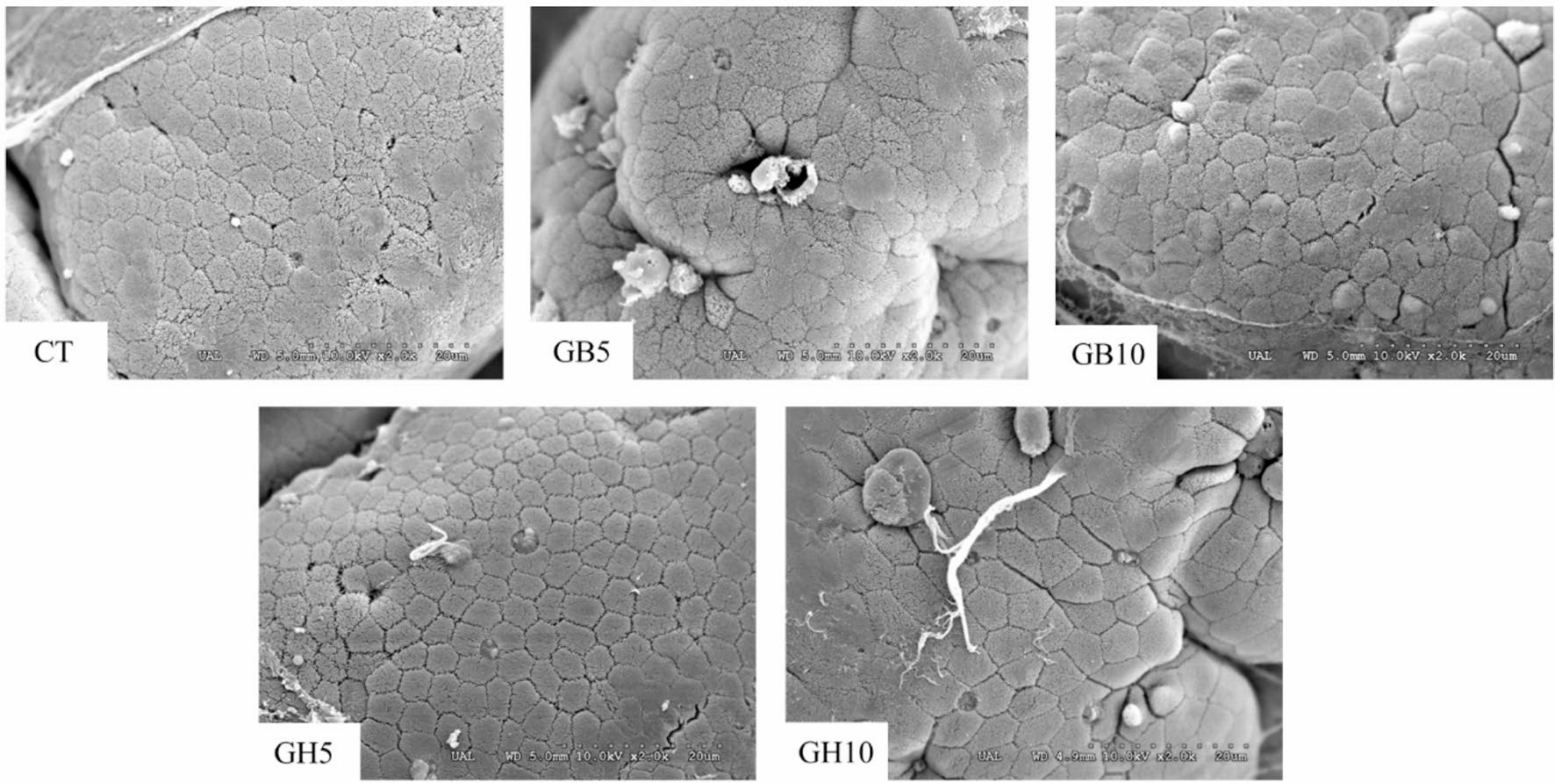
SEM details of the enterocyte apical surface in gilthead seabream juveniles fed the different experimental diets (SEM. Scale: 20 μm). Dietary codes: CT: control; GB5: 0.5% inclusion of LB-GREENboost; GB10: 1% inclusion of LB-GREENboost; GH5: 0.5% inclusion of LB-GUThealth; GH10: 1% inclusion of LB-GUThealth.

Ultrastructural analysis (Table 3) showed that dietary inclusion of the functional ingredients affected the intestinal mucosa morphology, particularly in fish fed with the higher dose. Specifically, a significant increase (*P <* 0.001, one-way ANOVA) was observed in *microvilli* length and apical area of the enterocytes in specimens fed with GB5, GH5 and GH10, compared to CT group. *Microvilli* diameter was significantly smaller in fish fed LB-GREENboost-supplemented diets, while fish fed diets supplemented with LB-GUThealth showed larger diameter compared to CT group. Finally, total absorption surface per enterocyte significantly increased in animals of GB5, GB10 and GH10 treatments, compared to CT, while GH5 group did not show difference. Furthermore, a clear influence of the ingredient dose on *microvilli* length and total absorption surface was found. Similarly, the type of ingredient supplied significantly influenced both the length and diameter of the *microvilli*, as well as the apical area of the enterocytes and total absorption surface.

**Table 3:** Morphometric analysis of intestinal mucosa of Gilthead seabream juvenile fed with the different experimental diets.

	CT	GB5	GB10	GH5	GH10	*P*	Dose	FI	Dose x FI
MD (µm)	0.11 ± 0.01^a^	0.11 ± 0.01^a^	0.11 ± 0.02^a^	0.13 ± 0.01^c^	0.12 ± 0.01^b^	< 0.001	0.0555	< 0.001	0.016
ML (µm)	2.62 ± 0.05^b^	3.04 ± 0.07^d^	3.53 ± 0.04^e^	1.93 ± 0.03^a^	2.83 ± 0.05^c^	< 0.001	< 0.001	< 0.001	0.021
EA (µm^2^)	12.87 ± 0.18^a^	14.97 ± 0.20^b^	17.56 ± 0.25^c^	13.08 ± 0.20^a^	21.31 ± 0.27^d^	< 0.001	0.646	< 0.001	< 0.001
TAS (µm^2^)	617.45 ± 8.77^a^	1003.19 ± 13.03^b^	1254.26 ± 24.03^c^	623.53 ± 10.07^a^	1182.54 ± 15.10^c^	< 0.001	< 0.001	< 0.001	< 0.001

Values are mean ± SEM (*n* = 50). MD: *microvilli* diameter; ML: *microvilli* length; EA: enterocyte apical area; TAS: total enterocyte absorption surface. **Dietary codes: CT**: control; **GB5**: 0.5% inclusion of LB-GREENboost; **GB10**: 1% inclusion of LB-GREENboost; **GH5**: 0.5% inclusion of LB-GUThealth; **GH10**: 1% inclusion of LB-GUThealth. Values in the same row with different lowercase letters indicate significant differences between treatments (*P* < 0.05). Factors evaluated in the statistical analysis: diet, dose and FI (functional ingredient).

### Voltage clamp in Ussing chambers and permeability assay

At the electrophysiological level, the short-circuit current (Isc) did not reveal significant differences among treatments, always remaining with negative values (Isc < 0; Fig. 6A). The negative Isc values found in all fish indicate a secretory function, reflecting the prevailing electrolyte transport across the epithelium. On the other hand, the epithelial resistance (Rt, Fig. 6B) showed a significant and dose-dependent increase, reaching a significant increase of ~ 200% in fish fed with the highest levels of supplementation (GB10 and GH10) compared to the control group (CT). Apparent permeability (Papp, Fig. 6C) showed an equally dose-dependent increase in fish fed with both compounds, but statistically significant differences were only found in those belonging to the GH10 group.

**Fig. 6:**
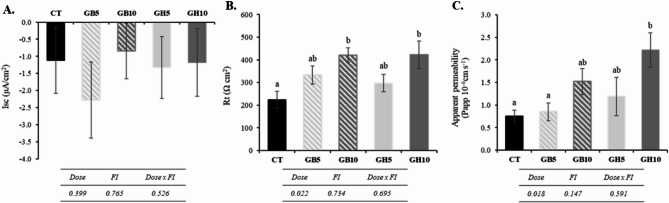
Intestinal physiology parameters in relation to (**A**) short-circuit current (Isc), (**B**) epithelial resistance (Rt), and (**C**) apparent permeability in gilthead seabream juveniles fed with the different experimental diets. Data are the mean ± SEM (*n* = 12). Lowercase letters indicate significant differences between treatments. Dietary codes: CT: control; GB5: 0.5% inclusion of LB-GREENboost; GB10: 1% inclusion of LB-GREENboost; GH5: 0.5% inclusion of LB-GUThealth; GH10: 1% inclusion of LB-GUThealth.

### mRNA expression

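Expression of 14 target genes, comprising 7 claudins, 3 occludins and 4 immune-related genes, was measured by real-time qPCR in the anterior intestine of 60 fish. The control diet (CT) held no functional ingredient. Diets GB5 and GB10 held 0.5% and 1% of LB-GREENboost, and diets GH5 and GH10 held 0.5% and 1% of LB-GUThealth. The 2 ingredients differ in their microalgae content, with 80 g per 100 g in LB-GREENboost and 20 g per 100 g in LB-GUThealth. Each diet was given to 3 tanks, and 12 fish per diet were measured. From each fish, 500 ng of RNA was reverse-transcribed and amplified in duplicate. The deposited values are 1 quantification cycle per fish and gene, and the relative expression that the authors computed from it, a ratio to eef1a and to the mean of the control fish, so that the mean of each gene is 1 in CT. Mean cycles ranged from 24.2 for oclnc to 32.6 for cldn4, and genes with high cycles had less template. The authors left out some values before depositing the table. For 10 cycles from 4 genes no relative expression is given, 6 of them from tlr9. A further cycle, of oclnl, is listed as 0. For cldn3, cldn15 and il10, 6 cells have neither a cycle nor a relative expression. Between 9 and 12 fish per diet remained for each gene, and 823 values in total. The files do not name the tank of a fish. Fish were therefore taken as the replicates, and differences between tanks could not be separated from those between fish or between diets. If tanks differed, the permutation p-values here would tend to be too small. The relative expression was analysed on the log2 scale as deposited, with permutation tests of 100000 resamples in place of the transformation chosen for each gene in Table 4. The diets were compared in a one-way design. Ingredient, dose and their interaction were tested in a 2 x 2 design over the 4 supplemented diets. As in the paper, a gene was counted at p under 0.05, and Benjamini-Hochberg values over the 14 genes are given beside. In simulated data with the spread and number of fish of each gene, a 2-fold difference of 1 diet from the others was detected in 21.0% of simulations for cldn3, the gene with the largest spread, in 79.5% for oclnb and in all simulations for cldn4l and cldn5. A 1.5-fold difference was detected in 8.5% for cldn3 and in 94.5% for cldn15.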

The results of gene expression profiling for intestine-selected genes are summarized in Table 4. 

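In the one-way comparison of the 5 diets, 1 of the 14 genes was under p = 0.05 in a permutation test. This gene was cldn4l (permutation test, p = 0.044, Benjamini-Hochberg value 0.546). Its relative expression was 1.00 ± 0.341 (SD, n = 12 fish) in CT, 0.916 ± 0.216 in GB5, 0.785 ± 0.225 in GB10, 0.706 ± 0.149 in GH5 and 1.01 ± 0.416 in GH10. With the mean of all target genes as the reference in place of eef1a, the alternative that moved it most, the permutation p for cldn4l was 0.41. This reference was taken from all deposited cycles, including 20 igm cycles that are equal to those of cldn15 and the cycles without a relative expression. Without igm and these cycles, a choice made after seeing the data, the permutation p was 0.205. Both references also include the occludin cycles, and which fish each of these belongs to could not be settled. For cldn15 the permutation p was 0.111, with relative expression from 0.912 ± 0.136 (SD, n = 11) in GH5 to 1.27 ± 0.416 (SD, n = 12) in GH10, a range close to the spread between fish. On the linear scale the permutation p for cldn15 was 0.0407 (Benjamini-Hochberg value 0.281). With the other alternatives it was above 0.05. Permutation tests of the remaining genes gave p between 0.163 for oclnb and 0.997 for cldn4. Fish of the 4 supplemented diets were also compared as a single group with the control fish. The difference was under 0.05 for oclnl, a gene singled out after its values were seen. Its mean log2 relative expression fell by 0.52 (standard error 0.22, n = 57 fish), with a two-sided permutation p of 0.0189 and a Benjamini-Hochberg value of 0.264. With the mean of all target genes as the reference, the permutation p for oclnl was 0.24. Recomputed from all cycles, including those of GB5 fish left out by the authors, it was 0.0707. It stayed under 0.05 on the linear scale, with only fish with all genes, with ranks and with limma's moderated test. Removing outliers took out no oclnl value, so that alternative repeats the main test. The transformation of Table 4 was replaced by ranks for oclnl, so it repeats the test with ranks. These repeats add no separate support. When all genes were normalised with the eef1a list of the claudins, a choice made after seeing the data, the permutation p for oclnl was 0.0962. The paper states that supplementation significantly affected no gene. In Table 4 no p for the comparison among diets is under 0.05.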

Dietary supplementation did not significantly affect the mRNA expression levels of any assessed genes. However, the ingredient had a significant effect on *cldn4l*, while the dose significantly influenced *oclnb*, both of which are permeability-related genes. 

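In the 2 x 2 comparison of the 48 fish fed supplemented diets, the ingredient difference in log2 relative expression of cldn4l, LB-GUThealth minus LB-GREENboost, was -0.04 (standard error 0.12, permutation p = 0.778). The sign of this difference changed on the linear scale. The interaction of ingredient and dose was under 0.05 in a permutation test before adjustment. From 0.5% to 1% the mean log2 relative expression of cldn4l fell by 0.23 with LB-GREENboost and rose by 0.44 with LB-GUThealth, and these changes differed by 0.67 (standard error 0.25, permutation p = 0.00967, Benjamini-Hochberg value 0.135). With the mean of all target genes as the reference, the difference was 0.36 and the permutation p was 0.202, and without igm and the cycles left out, chosen after seeing the data, they were 0.38 and a permutation p of 0.14. The relative expression of oclnb was 1.00 ± 0.558 (SD, n = 12 fish) in CT, 0.736 ± 0.293 in GB5, 0.924 ± 0.661 in GB10, 0.699 ± 0.534 in GH5 and 0.657 ± 0.239 in GH10. The dose difference of oclnb, 1% minus 0.5%, was 0.23 on the log2 scale (standard error 0.26, permutation p = 0.378). The ingredient difference of oclnb was -0.39 (standard error 0.26, permutation p = 0.137). Neither difference of oclnb was under 0.05 in these permutation tests. The oclnb values rest on the second list of eef1a cycles.

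**Figure D1:**
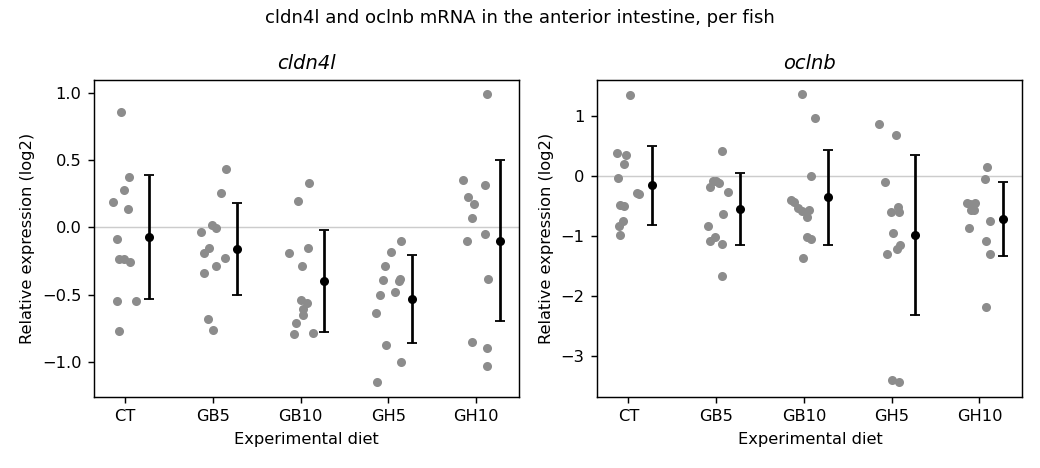
Relative expression of cldn4l and oclnb on the log2 scale (vertical axis) in the 5 experimental diets (horizontal axis). Grey points are single fish and black points with bars are the mean and SD of 12 fish. The mean of cldn4l is lowest in GH5, at -0.53, and the fish of all diets overlap for both genes.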

Additionally, trends were observed for the effect of the ingredient on *cldn4l*, *cldn5*, and *igm*. 

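For cldn5, relative expression was 0.885 ± 0.388 (SD, n = 12 fish) in GB5, 0.812 ± 0.287 in GB10, 0.988 ± 0.256 in GH5 and 1.20 ± 0.493 in GH10, with 1.00 ± 0.442 in CT. Averaged over both doses, log2 relative expression was higher with LB-GUThealth than with LB-GREENboost by 0.37 (standard error 0.15, n = 48 fish, permutation p = 0.0187), the only ingredient difference among the 14 genes under 0.05. Adjusted over the 14 genes, the Benjamini-Hochberg value was 0.262. With the mean of all target genes as the reference, the permutation p was 0.00161 and the Benjamini-Hochberg value 0.0225. Restricted to the fish with a value for all genes, the permutation p was 0.0915. For igm, relative expression was 0.739 ± 0.535 in GB5, 0.662 ± 0.477 in GB10, 0.831 ± 0.488 in GH5 and 0.679 ± 0.359 in GH10 (SD, n = 12 each), and 1.00 ± 0.589 in CT. The ingredient difference of igm was 0.26 (standard error 0.29, permutation p = 0.388), smaller than its standard error. For 20 of the 60 fish, the deposited igm cycle is equal to the cldn15 cycle and does not give the deposited relative expression, so the igm values were used as deposited.

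**Figure D2:**
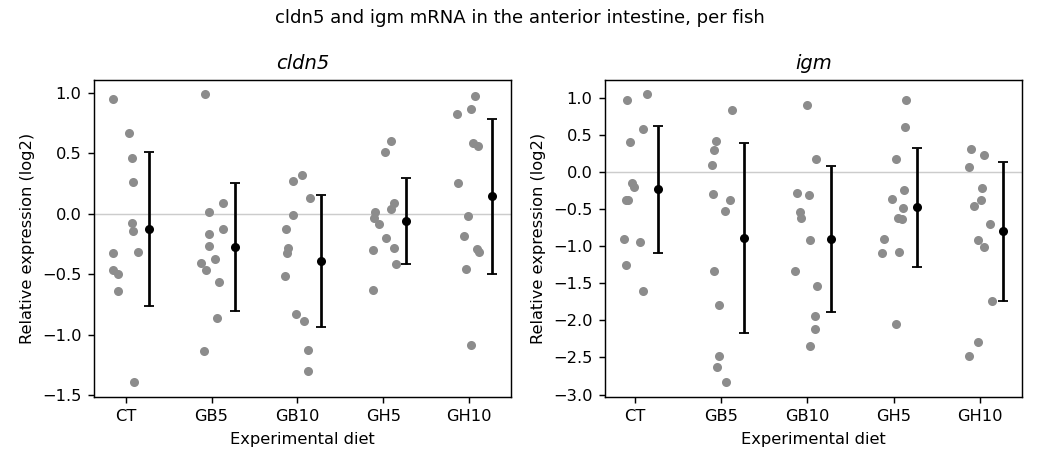
Relative expression of cldn5 and igm on the log2 scale (vertical axis) in the 5 experimental diets (horizontal axis). Grey points are single fish and black points with bars are the mean and SD of 12 fish. The mean of cldn5 is -0.39 in GB10 and 0.14 in GH10, and the values of single fish overlap.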

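All 10 pairs of diets were compared for each of the 14 genes, with a permutation test adjusted for the 10 pairs within a gene. None of the 140 comparisons was under 0.05. Without adjustment 10 of them were. The lowest adjusted value was for cldn4l in GH5 against CT, where mean log2 relative expression fell by 0.46 in GH5 (permutation p = 0.0809, n = 12 fish each). The comparison of GH10 with GH5 gave a difference of 0.42 for cldn15 (permutation p = 0.113) and 0.44 for cldn4l (permutation p = 0.115). On the linear scale the comparison of GH10 with GH5 for cldn15 was under 0.05. With the mean of all target genes as the reference, the comparison of GH5 with GB10 for cldn5 was under 0.05. The same pair was under 0.05 with that reference without igm and the cycles left out, chosen after seeing the data.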

No significant differences were detected among treatments in the post hoc multiple comparisons.

**Table 4:** Relative mRNA expression of different claudins (*cldn*), occludins (*ocld*) and immune-related (*igm*, *cd4*, *il10*, tlr9) genes in Gilthead seabream juveniles fed with the different experimental diets.

	CT	GB5	GB10	GH5	GH10	*P*	Dose	FI	Dose x FI	Trans.
*cldn3*	1.00 ± 0.35	1.10 ± 0.32	0.85 ± 0.22	0.66 ± 0.19	0.96 ± 0.20	*0.234*	*0.409*	*0.350*	*0.827*	sin(y)
*cldn4*	1.00 ± 0.59	1.09 ± 0.54	0.82 ± 0.24	0.96 ± 0.42	0.83 ± 0.30	*0.667*	*> 0.999*	*0.750*	–	rank(y)
*cldn4l*	1.00 ± 0.10	0.92 ± 0.06	0.78 ± 0.06	0.71 ± 0.04	1.01 ± 0.12	*0.079*	*0.646*	*0.096*	*0.042*	1/y
*cldn5*	1.00 ± 0.13	0.86 ± 0.11	0.81 ± 0.13	0.99 ± 0.07	1.20 ± 0.14	*0.417*	*0.831*	*0.079*	*0.621*	log(y)
*cldn7b*	1.00 ± 0.12	0.80 ± 0.05	0.85 ± 0.06	0.89 ± 0.07	1.04 ± 0.12	*0.301*	*0.990*	*0.653*	*0.994*	arcsin(y)
*cldn15*	1.00 ± 0.06	1.02 ± 0.11	0.95 ± 0.06	0.91 ± 0.04	1.27 ± 0.12	*0.178*	*0.256*	*0.399*	*0.259*	1/y
*cldn24*	1.00 ± 0.14	1.49 ± 0.45	1.70 ± 0.26	1.41 ± 0.36	1.57 ± 0.39	*0.059*	*0.563*	*0.102*	*0.770*	log(y)
*oclnl*	1.00 ± 0.13	0.60 ± 0.08	0.76 ± 0.10	0.64 ± 0.04	0.75 ± 0.11	*0.056*	*0.950*	*0.228*	*0.482*	arcsin(y)
*oclnb*	1.00 ± 0.16	0.74 ± 0.08	0.92 ± 0.19	0.70 ± 0.15	0.66 ± 0.07	*0.153*	*0.864*	*0.051*	*0.830*	sin(y)
*oclnc*	1.00 ± 0.12	1.01 ± 0.16	1.04 ± 0.15	0.91 ± 0.06	0.90 ± 0.11	*0.263*	*0.907*	*0.727*	*0.781*	sin(y)
*igm*	1.00 ± 0.17	0.74 ± 0.15	0.66 ± 0.14	0.83 ± 0.14	0.68 ± 0.10	*0.098*	*0.623*	*0.064*	*0.812*	log(y)
*cd4*	1.00 ± 0.10	1.12 ± 0.20	0.84 ± 0.09	1.08 ± 0.10	1.04 ± 0.13	*0.246*	*0.214*	*0.466*	*0.582*	1/y
*il10*	1.00 ± 0.29	1.18 ± 0.39	0.87 ± 0.18	0.86 ± 0.16	1.06 ± 0.26	*0.347*	*0.899*	*0.860*	*0.897*	log(y)
*tlr9*	1.00 ± 0.09	0.90 ± 0.12	2.00 ± 0.63	1.23 ± 0.22	1.14 ± 0014	*0.379*	*0.987*	*0.809*	*0.649*	logit(y)

**Dietary codes: CT**: control; **GB5**: 0.5% inclusion of LB-GREENboost; **GB10**: 1% inclusion of LB-GREENboost; **GH5**: 0.5% inclusion of LB-GUThealth; **GH10**: 1% inclusion of LB-GUThealth. Data are presented as the mean ± SEM, calculated from untransformed data (*n* = 9–12).

## Discussion

Over the last decades, the development of aquaculture has increasingly focused on improving feeding practices, in which functional ingredients have emerged as valuable tools offering significant benefits for enhancing animal health and performance^40,41^. Numerous studies have highlighted the benefits of functional ingredients in mitigating stress^42,43^, however, their implementation on a large scale still requires further research. Reducing fishmeal in carnivorous fish diets without compromising growth and health remains a major challenge^44–46^. The use of functional ingredients could help overcome digestive problem associated with high inclusion dietary levels of plant proteins^16,47–49^.

Since the intestine is the primary organ affected by dietary changes and plays a central role in nutrient absorption and overall health, prior evaluation of dietary ingredients is essential to optimize inclusion levels and ensure their effectiveness. The use of functional ingredients could help overcome digestive problems associated with high dietary inclusion levels of plant proteins^16,47–49^. In this context, the present study evaluated the effect of two functional ingredients, LB-GREENboost and LB-GUThealth, previously described by Perera et al.^10^, on intestinal function in juvenile gilthead seabream using different experimental approaches. In their study, Perera et al.. demonstrated clear improvements in physiological traits related to intermediary metabolism in juvenile gilthead seabream. Specifically, dietary administration with LB_Gb_ and LB_Gh_ did not impair the growth performance or survival throughout the experimental period, although it resulted in reduced feed intake, potentially implying lower production costs and increasing competitiveness for this species. Such outcomes may be achieved by gut modulation (e.g. elongation of the fish intestine) and by orchestrating different metabolic physiological processes^10^, and by improving the intestinal functionality, as confirmed in the present study.

The health of the fish intestinal tract is associated with effective digestive function, as well as with proper nutrient absorption and assimilation^19,40^. In this context, a favourable feed conversion ratio is strongly linked to the physiological ability of fish to digest and utilize dietary nutrients, which depend on the presence of an adequate set of digestive enzymes^50^. Fish have the capacity to adapt their digestive enzyme profiles to dietary changes^51^. These adaptive mechanisms can occur rapidly and provide valuable insight into the effects of diet on intestinal function and integrity, particularly when feeds are formulated with alternative protein sources^52^.

Pancreatic proteases are essential for a proper digestive process, being primarily responsible for protein hydrolysis into smaller peptides and free amino acids^53^. Their activity levels are commonly used as indicator of the nutritional condition of fish^34^. Overall, the results obtained in the present study evidenced increased total alkaline protease and chymotrypsin activities in fish fed diets supplemented with the functional ingredients. Similar findings were reported by Abdel-Tawwab et al.^28^. and Galafat et al.^20^. , who observed increased digestive enzyme activities following administration of low dietary levels of *Scenedesmus quadricauda* and *Arthrospira* sp. in Nile tilapia (*Oreochromis niloticus*) and gilthead seabream (*S. aurata*), respectively. These studies demonstrated that low dietary level of microalgae can modulate pancreatic secretion in fish. The present study also demonstrated improved digestive function in juvenile gilthead seabream following low dietary inclusion of microalgae. Specifically, the functional ingredients consisted of 20% and 80% microalgae, respectively, corresponding to dietary algal supplementation levels of 0.1% and 0.8%, respectively. However, trypsin activity was not affected, suggesting a differential regulation mechanism for individual digestive enzymes. It can be hypothesised that chymotrypsin and total alkaline protease activities may be modulated by the peptides or bioactive compounds provided by the functional ingredients, whereas trypsin activity may require alternative regulatory stimuli as detailed other studies^51,54,55^.

Intestinal brush border enzymes play a crucial role during the final phase of digestion and nutrient absorption^20,52^. Specifically, leucine aminopeptidase hydrolyses peptides into free amino acids, which are subsequently absorbed by the intestinal mucosa^21^. In the present study, both functional ingredients increased leucine aminopeptidase activity, which may be associated with enhanced nutrient absorption efficiency, as supported by the electrophysiological analysis results. Similar findings were reported by Galafat et al.^20^ and Sáez et al.^22^, who evaluated low dietary inclusion levels of *Arthrospira* sp. (2%) and *Microchloropsis gaditana* (2.5%), respectively, in juvenile gilthead seabream. Alkaline phosphatase is commonly used as a marker of intestinal structural integrity because it is localized in the brush border membrane^52^. This enzyme hydrolyses phosphoester bonds in a wide range of organic compounds, including proteins, lipids, and carbohydrates, thereby releasing phosphate^52^. The results of the present study showed increased alkaline phosphatase activity in fish fed diets supplemented with the functional ingredients. Vizcaíno et al.^37^. and Galafat et al.^21^. reported similar effects when *Scenedesmus almeriensis* and *Arthrospira* sp., respectively, were incorporated into the diets of gilthead seabream juveniles. Overall, the findings of the present study indicate that these functional ingredients can improve the intestinal absorptive capacity in juvenile *S. aurata*.

It is well established that the ultrastructure of the intestinal mucosa is essential both for ensuring adequate nutrient absorption and for providing a physical and immunological barrier against potential pathogens. Accordingly, alkaline phosphatase, an enzyme tightly bound to the hydrophobic core of the intestinal *microvilli* membrane^52^, is commonly used as a marker of both the intestinal functionality and mucosal integrity. Thus, the increased alkaline phosphatase activity observed in the present study may be associated with morphological improvements of the intestine, as reflected by the ultrastructural analysis of the intestinal mucosa and the transepithelial resistance values recorded. Our findings revealed increased *microvilli* length and enterocyte apical area in the GB5, GB10, and GH10 groups, resulting in an increased absorptive surface area, which is consistent with the elevated alkaline phosphatase activity observed. Several studies have also reported increased absorptive surfaces of the intestinal mucosa in fish following dietary microalgae supplementation^29,56–58^. These results support the hypothesis that functional ingredients could represent an effective strategy for optimizing intestinal function in aquaculture, however, further studies are required to evaluate their effects under different conditions and across species.

Furthermore, it is crucial to investigate and discuss the relationship between electrophysiological and gene expression data within the context of intestinal architecture and permeability. Previous findings indicate that the inclusion of plant proteins or algae-derived raw materials in aquafeeds for carnivorous species can influence intestinal barrier function, selectivity, and integrity. This is evidenced by changes in bioelectrical properties assessed through epithelial electrophysiology, as well as microbiota analysis, and molecular markers^59,60^. The negative Isc values observed in all dietary groups could be associated with absorptive function, reflecting proper epithelial functionality and the absence of inflammation or enteritis, which are commonly linked to current inversions. Regarding Rt, this parameter is considered a measure of tissue integrity and represents the electrical expression of barrier function in epithelial systems^61^. The observed increase in Rt indicated appropriate intestinal mucosa integrity across all dietary treatments, as supported by the morphological and enzymatic analysis, and a general improvement in transepithelial electrical resistance, particularly in specimens fed the highest dietary dose of the functional ingredients (GB10 and GH10). Although apparent permeability (Papp) increased significantly in fish fed the GH10 diet, these changes cannot be associated with an impaired intestinal barrier function, given the above-mentioned increase in transepithelial resistance in intestinal samples from this group. In contrast, other studies have reported impaired intestinal barrier function with increased paracellular permeability and decreased transepithelial resistance^62^. Nevertheless, since neither decreased Rt nor detrimental structural effects were observed in the present study, it can be ruled out that changes in permeability may indicate tissue damage. Further research is required to ascertain the effects of the functional ingredients on intestinal permeability using different paracellular tracers.

The observed changes in permeability in the current study could also be attributed to alterations in intestinal tight junctions (TJs) proteins. TJs establish crucial barriers that separate the paracellular space from the intestinal lumen, as well as the apical and basolateral regions of the plasma membrane^63^. These junctions regulate the paracellular transport of water, ions, and small molecules, with occludins and claudins acting as key structural components. These proteins are essential for maintaining TJ functionality and directly influence transepithelial resistance (TER) in the intestinal epithelium. However, changes in transepithelial resistance (TER) and apparent permeability (Papp) may vary depending on tight junction regulation, reflecting their distinct biological roles. While both parameters assess barrier function, they are influenced by different molecular pathways and can respond independently to physiological or experimental stimuli. Alterations in TER are closely associated with changes in TJ protein expression^64^. Accordingly, to investigate the molecular mechanisms underlying diet-induced changes in tissue resistance following nutraceutical supplementation, qPCR analyses targeting claudins and occludins were performed. The expression of these proteins determines whether the epithelial barrier exhibits a “leaky” or “tight” function^65^. Specifically, occludin downregulation has been linked in some studies to decreased TER in Caco-2 monolayers^66^. Moreover, molecular regulation of intestinal functionality and TJ proteins is essential for maintaining intestinal barrier integrity, which can be assessed by epithelial electrophysiology. 

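The expression profile of the 14 genes was compared among diets in the 45 fish with a value for every gene. In a permutational multivariate analysis of variance on log2 relative expression, with each gene scaled to unit SD, diet accounted for 9.72% of the variance (permutation p = 0.349). Without scaling of the genes the share was 9.00% (permutation p = 0.472). In the 2 x 2 design, permutation tests before adjustment were under 0.05 for cldn5 between ingredients and for cldn4l in the interaction of ingredient and dose. Neither passed Benjamini-Hochberg adjustment with eef1a as the reference, and cldn5 passed it with the mean of all target genes. For dose no gene was under 0.05 with the main settings, where the lowest permutation p was 0.157 for cldn15. Under 2 of the alternatives fixed before the data were examined, 1 gene was just under 0.05 for dose. With 3 dose levels it was oclnl (permutation p = 0.0496, Benjamini-Hochberg value 0.659). These levels include the control, so that result is not one of dose alone. From 0.5% to 1%, log2 relative expression of oclnl differed by 0.16 (permutation p = 0.438). With the mean of all target genes as the reference it was cd4 (permutation p = 0.0498, Benjamini-Hochberg value 0.698). For cd4 it was 0.0126 in a permutation test with that reference without igm and the cycles left out, chosen after seeing the data (Benjamini-Hochberg value 0.177).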

Under the experimental conditions tested, none of the functional ingredients or dietary doses evaluated elicited significant changes in basal gene expression patterns, intestinal architecture, or immune-related genes.

Taken together, these findings highlight the importance of understanding both the physiological and molecular responses to dietary changes, as these determine nutrient absorption and overall gut health in fish. Notably, after the 3-month feeding trial, intestinal functionality exhibited both phenotypic changes (e.g., intestinal elongation and increased microvilli length) and mechanistic changes (e.g., increased transepithelial resistance and apparent permeability) under the experimental conditions tested. It is also worth emphasizing that the observed effects of nutraceuticals supplementation occurred in diets formulated similarly to premium commercial diets, characterized by high proportion of marine-derived raw materials. Future studies should evaluate these nutraceuticals under more sustainable feeding regimes (e.g., plant-based or alternative protein sources) to determine their ability to improve intestinal health and function in aquaculture species. In addition, retrospective molecular analyses may help clarify the underlying mechanisms involved and determine the optimal timing to enhance gut functionality during dietary interventions.

Overall, the results suggest that the dietary inclusion of LB-GREENboost and LB-GUThealth improves intestinal functionality and nutrient utilization in juvenile gilthead seabream. These functional ingredients may enhance absorptive capacity by increasing the apical surface area of enterocytes and the *microvilli* length, improve epithelial selectivity for nutritionally valuable compounds, and stimulate the activity of key digestive enzymes, without compromising basal intestinal permeability or affecting immune-related gene expression. 

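Among the 4 immune-related genes, mean relative expression in the supplemented diets ranged from 0.662 ± 0.477 (SD, n = 12 fish) for igm in GB10 to 2.00 ± 2.18 (SD, n = 12) for tlr9 in GB10. The median of tlr9 in GB10 was 1.01, and its highest value in a single fish was 8.03. These values depend on the fish left out by the authors, since a control value, 12.9 when recomputed from its cycle, has no deposited relative expression. Relative to the mean of all 12 control fish, tlr9 in GB10 was 1.01 ± 1.09 (SD, n = 12) recomputed from all cycles and 1.11 ± 0.778 with the mean of all target genes as the reference. Permutation tests among the 5 diets gave p between 0.38 for igm and 0.976 for il10. For the 4 supplemented diets pooled against CT, the lowest permutation p was 0.0947, for igm. In the 2 x 2 design the lowest was 0.175, for dose on cd4. With the mean of all target genes as the reference it was 0.0498 (Benjamini-Hochberg value 0.698). Without igm and the cycles left out, chosen after seeing the data, permutation p was 0.0126 for dose on cd4. With that reference it was 0.0424 for the interaction on tlr9. Their Benjamini-Hochberg values were 0.177 and 0.594. The spread between fish limits what could be seen. In simulated data with the spread of the deposited values, a 2-fold difference of 1 diet was detected in 75.0% of simulations for igm, 50.5% for il10 and 100% for cd4. For tlr9 the share was 79.5% with the deposited values, whose SD within diets was 0.80 on the log2 scale after 6 values had been left out, and 38.0% with the SD of 1.25 from all cycles.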

Collectively, these findings indicate that functional ingredients could contribute to more efficient feed utilization and healthier gut physiology, addressing critical challenges in sustainable aquaculture, such as optimizing plant-based diets for carnivorous species. Future studies should focus on elucidating the molecular mechanisms underlying these effects, determining optimal inclusion levels, and evaluating their impact at different developmental stages and across species. Overall, the results obtained support the hypothesis that microalgae-derived functional ingredients represent a promising strategy for enhancing intestinal health and digestive efficiency in aquaculture species, providing an applicable approach for improving nutritional practices.

## Data Availability

The datasets generated and analyzed during the current study have been submitted to the Gene Expression Omnibus (GEO) repository (record GSE289127) with the primary accession code oroxcacsxtcbloj.

## Abbreviations

EA: Enterocyte apical area
FCR: Feed conversion ratio
ILI: Intestine length index
LB_Gb_: LB-GREENboost functional ingredient
LB_Gh_: LB-GUThealth functional ingredient
MD: Microvilli diameter
ML: Microvilli length
Papp: Apparent permeability
SEM: Scanning electron microscopy
TAS: Total enterocyte absorption surface
TEM: Transmission electron microscopy
TER: Transepithelial resistance
TJs: Intestinal tight junctions
U: Unit of enzyme activity

How the deposited data were processed for this re-analysis (not part of the article)

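Real-time qPCR of the anterior intestine was analysed for 60 gilthead seabream juveniles, 12 for each of 5 diets (CT, GB5, GB10, GH5 and GH10). The other measurements of the article (growth, enzyme activities, microscopy, electrophysiology and permeability) were not analysed here.

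Quantification cycles and relative expression were deposited by the authors for 14 target genes. Cycles are on a log2 scale and were not normalized. The deposited relative expression is a ratio that the authors computed as 2 to the power of minus ΔΔCT, relative to eef1a of the same fish and to the mean of the control fish. Recomputed from the cycles, the ratio of the claudins, cd4, il10 and tlr9 follows from 1 list of eef1a cycles and that of the 3 occludins from a second list. For igm it follows from the cycles in 40 of 60 fish. Outliers had been removed by the authors with the ROUT method at 1%, and 10 cycles have no deposited ratio. A cycle listed as 0 was taken as missing. The authors' table of fold changes between groups was not used here, since its column names do not give each column to a single diet. The software and threshold behind the cycles are not given in the methods.

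The samples were grouped by diet from the sample labels and the article. The files do not name the tank of each fish, so fish were the replicates, and a test on the mean of each tank could not be made. Each diet was given to 3 tanks, but the article's text does not give the tank of the fish used for qPCR. Fish of the same tank share their surroundings, and the permutation tests treat them as independent. Their p-values would tend to be too small if tanks differed.

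The main analysis used log2 of the deposited ratio, with no further filter. The F statistic of a one-way design over 5 diets was compared with 100000 random assignments of fish to diets (fixed seed). For the 4 supplemented diets, a 2 x 2 design with effect coding gave the F statistics of ingredient, dose and interaction, each adjusted for the others. Supplemented fish were compared with control fish by a two-sided permutation test. For the 10 pairs of diets, the standardized difference was compared with the largest over all pairs in each permutation. A threshold of p under 0.05 per gene was used, as in the article, and Benjamini-Hochberg adjustment over 14 genes was given beside it. The profile of all genes was compared by permutational multivariate analysis of variance on Euclidean distances in the 45 fish with a value for every gene. Full statistics were given for cldn4l, oclnb, cldn5 and igm, which the article names, and for the 3 genes with the smallest p in the one-way test. This rule and the designs were fixed before the data were examined.

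The alternatives were the linear ratio, removal of outliers within diet and gene by a ROUT-type rule at 1% (which removed 4 values), the mean of all target genes as the reference (from all deposited cycles, including those of igm that are equal to cldn15 and those without a ratio), relative expression recomputed from the cycles, only fish with all genes, ranks, the transformation listed in Table 4 (ranks where it is undefined), limma's moderated test, Benjamini-Hochberg adjusted counts, and ingredient or dose at 3 levels with the control included. The use of 1 eef1a list for all genes, the mean of the target genes without igm and the cycles left out as the reference, and igm without the fish whose cycles are shared with cldn15, were added after seeing the data.

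The tests were tested on simulated data with the number of fish and the spread of the deposited values of each gene, in 200 simulations for each of 14 genes with 999 resamples. With no difference between diets, 4.5% of the one-way tests and 4.43% of the interaction tests were under 0.05. The simulated fish were independent and had the same spread in every diet. The shares therefore do not bear on shared tanks or on unequal spread, as for tlr9 (log2 SD 0.427 in CT and 1.34 in GB10). For a difference of 1.5-fold in 1 diet the median share detected over the genes was 44.2%, and for 2-fold it was 87.0%. The SD within diets on the log2 scale was between 0.405 for cldn15 and 1.77 for cldn3. Each value is a single cycle per fish and gene, so the precision of the duplicate wells is unknown.

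Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used, with R 4.3.3 and limma 3.58.1.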

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

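The tests of the explanations below were chosen after the patterns had been seen and before their own results were seen. Only groups of 9 or 10 fish were small enough for the comparison of the extreme fish with its neighbour. Of these, 4 were examined and none had a fish apart from the others. For oclnl in GB5 and tlr9 in GB5 and GH10, the authors had already left out the highest fish, so little follows from this. Larger groups were not compared in this way. Among them, the highest value was 7.41 for cldn4 in CT (median 0.362) and 8.03 for tlr9 in GB10 (median 1.01).

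The effect of dose on cldn4l differed between the ingredients. From 0.5% to 1%, mean log2 relative expression changed by -0.23 with LB-GREENboost and by 0.44 with LB-GUThealth, and the changes differed by 0.6696 (permutation p = 0.00967, n = 48 fish). The Benjamini-Hochberg value over the 14 genes was 0.135, so the interaction did not pass the adjustment. At least 1 gene with an interaction under 0.05 was found in 49 of 100 random splits of the fish of the supplemented diets. A share near this follows from 14 tests at that threshold, and since it counts genes whatever their p, it does not bear on cldn4l itself. A single fish was examined as a technical explanation. With each fish left out in turn, the highest permutation p was 0.0195, so the interaction does not rest on 1 fish. The normalization with eef1a was examined as another. The eef1a cycle alone had no interaction under 0.05 (permutation p = 0.14, estimate 0.31 cycles), nor had the cldn4l cycle without normalization (permutation p = 0.065, estimate -0.36 cycles). The 2 estimates have opposite signs and add up in the normalized value, and with the mean of all target genes as the reference the permutation p was 0.2024. That reference includes the 20 igm cycles that are equal to those of cldn15 and the 10 cycles left out. Without igm and these cycles, a choice made after this result had been seen, the changes differed by 0.38 and the permutation p was 0.1397. Both references also include the occludin cycles, and which fish each of these belongs to could not be settled. The pattern cannot be told apart from a contribution of eef1a, and an effect of the ingredients remains a hypothesis.

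Cycles were deposited for fish whose relative expression was left out by the authors. Recomputed from these cycles, relative expression reached 16.75 for tlr9 in GB5 and 2.569 for oclnl in GB5, where the highest values of the control fish were 1.62 and 1.75. Of the 10 values left out, 9 were above every value kept for the same gene and diet. In CT, the values left out were 12.9 for tlr9 and 10.3 for cldn24, so high values also occurred without supplementation. The ROUT rule given in the methods was examined as an explanation. A ROUT-type rule on the linear ratio called 9 of the 10 values, although it called 32 values over all genes and diets. On the log2 scale the rule called 3 of the 10 values, and 6 over all genes and diets. The methods do not state the scale, so the rule accounts for most of these values on the linear scale only. No relation of these values with diet was tested, since the fish are picked out by their values. With all cycles used, permutation tests among the diets gave p = 0.977 for tlr9 and p = 0.442 for oclnl.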

How the results depend on the processing

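The main settings and alternatives were fixed before the data were examined, except the 3 that are marked as chosen later.

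Counts of genes under 0.05 in permutation tests were small, and 23 of 68 counts under an alternative were more than 1.5 times apart from the main count. In the one-way comparison of diets, 1 gene (cldn4l) was under 0.05. On the linear scale there were 2 (cldn4l and cldn15). There were 0 with complete fish, 0 with the transformation of Table 4, 0 with limma's moderated test and 0 after Benjamini-Hochberg adjustment. The count was 1 with outliers removed, from recomputed cycles, with ranks and with the mean of all target genes as the reference, but with that reference the gene was cldn5. For ingredient, 1 gene (cldn5) was under 0.05, and 0 with complete fish, with 3 ingredient levels or after Benjamini-Hochberg adjustment. With the mean of all target genes as the reference, cldn5 passed the adjustment too (Benjamini-Hochberg value 0.0225), the only gene to do so under any setting of these tests (also with the reference without igm, below). For dose, 0 genes were under 0.05 without adjustment. There was 1 (cd4) with the mean of all target genes as the reference and 1 (oclnl) with 3 dose levels, which include the control. For the interaction, 1 gene (cldn4l) was under 0.05. There were 2 on the linear scale, and 0 with the mean of all target genes as the reference, with complete fish or after Benjamini-Hochberg adjustment. For supplemented against control fish, 1 gene (oclnl) was under 0.05. There were 0 with the mean of all target genes as the reference, 0 from recomputed cycles, 0 after Benjamini-Hochberg adjustment, and 0 with the first eef1a list for the occludins, chosen after seeing the data. No pair of diets was under 0.05 after adjustment, 10 of 140 were without it, and there was 1 on the linear scale and 1 with the mean of all target genes as the reference. The mean of all target genes was taken from all deposited cycles. Like the reference without igm, it includes the occludin cycles, whose fish could not be settled. Without igm and the cycles left out, a reference chosen after seeing the data, permutation tests were under 0.05 for 1 gene for diet (cldn5), 1 for ingredient (cldn5, Benjamini-Hochberg value 0.0225), 1 for dose (cd4), 1 for the interaction (tlr9), 0 for supplemented against control fish (also 0 with the first reference) and 1 pair of diets.

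The counts were also compared with random splits of the fish. At least as many genes under 0.05 were found in 51 of 100 splits for diet, 44 of 100 for ingredient, 49 of 100 for the interaction and 44 of 100 for supplemented against control fish. For dose the count was 0, which all 100 splits reach, so the splits say nothing there. The splits count genes under 0.05 whatever their p, so they bear on the counts and not on a single gene. The real grouping is counted among the 100.

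The interaction for cldn4l (permutation p = 0.00967) kept its direction in the alternatives run. It was above 0.05 with the mean of all target genes as the reference (0.2024), with that reference without igm and the cycles left out (0.1397) and with complete fish (0.06402), and elsewhere between 0.00642 and 0.0174. The cause was not tested for complete fish. For the reference, the tests on the eef1a and cldn4l cycles are given with the interaction above. The ingredient difference of cldn5 (permutation p = 0.0187) was above 0.05 with complete fish (0.0915) and with 3 ingredient levels (0.06732), and elsewhere between 0.00161 and 0.0267; the cause was not tested. The ingredient difference of cldn4l was near 0 and changed sign on the linear scale (permutation p = 0.9259) and with complete fish (permutation p = 0.844); the cause was not tested. The ingredient and dose differences of oclnb and the ingredient difference of igm stayed above 0.05 in the 11 alternatives run for each. The permutation p of oclnb for dose was between 0.072 and 0.844, the lowest with the first eef1a list, chosen after seeing the data. That of igm for ingredient was between 0.164 and 0.947, with 0.944 for the 32 fish of the supplemented diets whose values follow from the cycles, also chosen after seeing the data. The profile was run under 7 alternatives (the linear scale, outliers removed, the 2 references from the target genes, recomputed cycles, the first eef1a list and genes not scaled), with permutation p between 0.111 and 0.864. The lowest was with the reference without igm and the cycles left out, for which 30 fish had all values. Complete fish were not computed for the profile, which already uses them, and ranks, the transformation of Table 4 and limma's moderated test were not run for it. For eef1a across diets, the 3 alternatives run (ranks, complete fish and eef1a relative to the mean of the target genes) had permutation p between 0.32 and 0.765.

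In the one-way test of single named genes, 8 of 46 values changed side: 5 for cldn4l became weaker, and cldn5 became stronger in 2 alternatives and cldn15 in 1. Of 80 means of a named gene on a supplemented diet under an alternative, 9 moved by more than 1 SEM, 6 of them with the mean of all target genes as the reference, where the highest shift was 3.04 SEM. The 46 values and the 80 means include repeats of the main values. Removing outliers took out no value of a named gene, so its 20 means could not move. Recomputing from the cycles gave the same values for cldn4l, oclnb, cldn5 and cldn15, and moved only igm. For cldn5 and igm, the transformation of Table 4 is a logarithm and repeats the main test. These repeats are no sign of stability, here or in the tests of these genes above.

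The means of each tank were an alternative that was not run, because the files do not name the tank of each fish. No paired analysis was possible because each diet is a single sample in the labels, and the fish of different diets are different animals that neither the labels nor the article pair. The number of fish limits the genes with a large spread: a 2-fold difference of 1 diet was detected in 21.0% of simulations for cldn3, 26.5% for cldn4 and 50.5% for il10, and in 38.0% for tlr9 with the spread of all its cycles against 79.5% with that of the deposited values.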

Differences from the paper's values

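Means and errors were close to those of Table 4: to 2 decimals, 64 of 70 means and 67 of 69 SEMs were equal, and no mean differed by more than its error and 1.5-fold. The p-values differed more. Of the 54 p-values of Table 4 that were compared, 30 were more than 1.5 times apart from the permutation tests on log2 values, and 2 were on the other side of 0.05. These 30 are given below, first those of the genes with full statistics.

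For the ingredient effect on cldn4l, the paper's p is 0.096 and the permutation p was 0.778; none of the alternatives set before the data were examined closed the gap. For the interaction on cldn4l, the paper's p is 0.042 and the permutation p was 0.00967, and none of these alternatives closed the gap; with complete fish it was 0.064 and with the transformation of Table 4 it was 0.0174. For the dose effect on oclnb, the paper's p is 0.864 and the permutation p was 0.378. The gap closed on the linear scale (0.602), with ranks (0.588) and with the transformation of Table 4 (0.844), and not with the others. For the ingredient effect on oclnb, the paper's p is 0.051 and the permutation p was 0.137; with 3 ingredient levels it was 0.0574, and the others did not close the gap. For the ingredient effect on cldn5, the paper's p is 0.079 and the permutation p was 0.0187. The gap closed with complete fish (0.0915) and with 3 ingredient levels (0.0673), and not with the others. For the ingredient effect on igm, the paper's p is 0.064 and the permutation p was 0.388, and none of the alternatives closed the gap.

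For the comparison of the 5 diets, the paper's p for cldn4l is 0.079 and the permutation p was 0.044. The gap closed with the transformation of Table 4 (0.0593) and with limma's moderated test (0.0552), and not with the others. The paper's p for cldn5 is 0.417 and the permutation p was 0.173; it was 0.549 with complete fish, and the others did not close the gap. The paper's p for igm is 0.098 and the permutation p was 0.38, and none of the alternatives closed the gap. The paper's p for cldn15 is 0.178 and the permutation p was 0.111. The gap closed with complete fish (0.178), with ranks (0.24), with the transformation of Table 4 (0.26) and with limma's moderated test (0.138), and not with the others.

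For the other genes in the comparison of diets, the paper's p is 0.234 for cldn3, 0.059 for cldn24, 0.263 for oclnc and 0.347 for il10. The permutation p was 0.601 for cldn3, 0.455 for cldn24, 0.961 for oclnc and 0.976 for il10, and none of the alternatives closed these gaps. The paper's p for cldn7b is 0.301 and the permutation p was 0.515; on the linear scale alone it came near, at 0.324. The paper's p for oclnl is 0.056 and the permutation p was 0.195. It was 0.0601 on the linear scale, the only alternative set before the data were examined that closed the gap, and 0.0659 with the first eef1a list, which was chosen after seeing the values. The paper's p for cd4 is 0.246 and the permutation p was 0.458. The gap closed with the mean of all target genes as the reference (0.355) and with ranks (0.331), and not with the others.

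For dose, the paper's p for cldn4l is 0.646 and the permutation p was 0.419. The gap closed with the mean of all target genes as the reference (0.853), ranks (0.573), the transformation of Table 4 (0.587) and limma's moderated test (0.44), and with the reference without igm and the cycles left out (0.654), which was chosen after seeing the values. The paper's p for cldn7b is 0.990 and the permutation p was 0.349; it was 0.986 with the mean of all target genes as the reference and 0.965 with complete fish, and 0.809 with the reference without igm and the cycles left out, chosen after seeing the values. The paper's p for cldn15 is 0.256 and the permutation p was 0.157; it was 0.346 with 3 dose levels, 0.176 with limma's moderated test and 0.219 with the transformation of Table 4. The paper's p for oclnl is 0.950 and the permutation p was 0.438; it was 0.917 from recomputed cycles and 0.773 with complete fish. The paper's p for tlr9 is 0.987 and the permutation p was 0.26; it was 0.985 with the mean of all target genes as the reference and 0.725 from recomputed cycles. The alternatives not named for a gene here did not close its gap.

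For ingredient, the paper's p is 0.653 for cldn7b and 0.102 for cldn24. The permutation p was 0.148 for cldn7b and 0.458 for cldn24, and none of the alternatives closed these gaps. The paper's p for oclnl is 0.228 and the permutation p was 0.804. None of the alternatives set before the data were examined closed the gap, and it was 0.198 with the first eef1a list and 0.26 with the reference without igm and the cycles left out, both chosen after seeing the values. The paper's p for cldn15 is 0.399 and the permutation p was 0.257. The gap closed on the linear scale (0.271), with the mean of all target genes as the reference (0.542), ranks (0.493), 3 ingredient levels (0.454) and limma's moderated test (0.279), and with the reference without igm and the cycles left out (0.512), which was chosen after seeing the values, and not with the others.

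For the interaction, the paper's p for cldn3 is 0.827 and the permutation p was 0.212; it was 0.836 with the transformation of Table 4. The paper's p for cldn5 is 0.621 and the permutation p was 0.303; it was 0.583 with complete fish and 0.568 with ranks, and 0.878 with the reference without igm and the cycles left out, chosen after seeing the values. The paper's p for cldn15 is 0.259 and the permutation p was 0.0677; it was 0.24 with complete fish and 0.201 with the transformation of Table 4. The paper's p for tlr9 is 0.649 and the permutation p was 0.194; it was 0.621 with the mean of all target genes as the reference and 0.939 from recomputed cycles. The other alternatives did not close these gaps.

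The paper's text states an effect of the ingredient on cldn4l and of the dose on oclnb. In Table 4, the paper's p is 0.096 for the ingredient on cldn4l and 0.864 for the dose on oclnb, while the interaction on cldn4l (0.042) and the ingredient on oclnb (0.051) are the lowest of their rows. The permutation p was 0.778 for the ingredient on cldn4l and 0.378 for the dose on oclnb, and neither was under 0.05 in the alternatives run. The paper states that supplementation significantly affected no gene. In the comparison of diets here, cldn4l was under 0.05 before adjustment and not after it (Benjamini-Hochberg value 0.546). With complete fish, the transformation of Table 4 or limma's moderated test, 0 genes were under 0.05 without adjustment.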

Other observations

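The tests on the igm cycles and of genomic DNA, and the choice of the genes in the last paragraph, were made after the result had been seen; the other tests were chosen before their own result was seen.

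The occludins were normalized with a list of eef1a cycles that holds the same 60 values as the other list, 57 of them distinct, in another order across fish and diets. The cycles of the other 11 genes had a mean Pearson r of 0.21 with the first list (one-sided permutation p = 0.0022, 10000 random pairings, mean Spearman rho 0.22), from 0.01 to 0.46 for single genes. This relation is weak, so its absence in 3 genes carries limited weight. The mean Pearson r of the 3 occludin cycles was -0.097 with the second list and 0.064 with the first (one-sided permutation p = 0.904 and 0.187), and the mean Spearman rho was -0.06 and 0.03. The order of the second list therefore had no relation to the occludin cycles that could be seen. The occludin cycles were also compared with those of the other 11 genes in 54 fish with a unique eef1a cycle. The mean r was 0.03034 with the rows as they stand (one-sided permutation p = 0.26) and -0.0021 with the rows joined through the eef1a cycle (one-sided permutation p = 0.509). Neither order stood out, although the other genes had a mean r of 0.29 among themselves. The mean r among the 3 occludins was -0.02. Which fish each occludin value belongs to cannot be settled from these cycles. No biological explanation was tested.

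For 20 fish, 4 in each diet, the igm cycle is identical to the cldn15 cycle. The deposited igm relative expression follows from the cycles in all 40 other fish, and in 0 of the 20 fish with shared cycles. This is consistent with cldn15 cycles having been copied into the igm block of the cycle table only, with the deposited ratio made from other cycles. Values recomputed from the igm cycles mix both genes, and the ingredient difference of igm had a permutation p of 0.8615 from them.

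Relative expression of cldn3, cldn4, cldn24, il10 and tlr9 rose and fell together across fish. The mean Pearson r over their 10 pairs was 0.48, and 0.15 over the other 81 pairs of genes. The other pairs include those with an occludin, whose fish could not be settled, and this can lower their mean. Since the 5 genes were picked for this pattern, these values only describe it. In the relations below, 3 were computed. The spread (SD) of the 5 cycles of a fish rose with their mean, with a Pearson r of 0.6613 and a Spearman rho of 0.68 (n = 55 fish, permutation p = 1e-05 for each, the smallest that the permutations can give). Without the 2 fish farthest from the median, r was 0.63, and within diets it was 0.66. The cycles of these genes thus drew together where they were low. Genomic DNA in the cDNA of some fish, which adds a similar amount of template to every gene, could give this relation. Larger measurement noise at high cycles could give it too and was not tested, since the duplicate wells were not analysed here, and the genes were picked for rising together. The relation therefore does not tell these explanations apart. The paper describes DNase treatment and controls without reverse transcription, and the position of the primers relative to introns was not analysed here. A larger amount of cDNA was examined as another explanation. The eef1a cycle had a Pearson r of 0.1569 with the mean of the 5 cycles (permutation p = 0.254, Spearman rho 0.21, permutation p = 0.118; 0.18 without the 2 farthest fish and 0.14 within diets). The mean of the 8 other cycles without igm had a Pearson r of 0.38 (n = 53, permutation p = 0.00465, Spearman rho 0.34, permutation p = 0.0137; 0.37 without the 2 farthest fish and 0.41 within diets), so a part shared with the more abundant genes is not excluded. These 8 cycles include those of the occludins. Diet was examined as a biological explanation, and the mean of the 5 cycles did not differ among the 5 diets (permutation p = 0.9213).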
